A study of Ambystoma mexicanum with 20 samples.

How the data were processed

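Oocytes (immature egg cells) of the axolotl (Ambystoma mexicanum, a salamander) were cut along the axis from the animal to the vegetal pole, and the RNA of each piece was sequenced. Per the labels, 4 oocytes were embedded, sectioned in a cryostat and divided into 5 segments, named A (animal end) to E (vegetal end), which gives 20 libraries. Per the labels' protocols, each library started from 80 ng of total RNA, ribosomal RNA was depleted, and the library kit kept the strand. Because the input was a fixed mass of RNA, a level in a segment is a share of that segment's RNA and not an amount per segment. The oocytes are numbered 1 to 4 by their identifier in the labels; the sample titles number the same oocytes 10, 4, 5 and 9.

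The authors deposited a table of raw counts for 32960 features in the 20 libraries. The aligner, the counter, the annotation, the genome build and any filter behind those counts are not stated in the labels. The highest count of every feature over the 20 libraries was at least 30, so features with lower counts are not in the table analysed here. The authors also deposited a table of scaled values, a signal in which every value was the raw count of that feature multiplied by a single constant per library. Dividing by that constant gave whole reads for 100% of the values, and 100% of those reads equalled the deposited count. How the authors chose the constants is not stated. The feature identifiers carry no gene names. None of the 32960 identifiers (0) matched an entry of the RefSeq gene table for the axolotl assembly UKY_AmexF1_1, so features are given by identifier and their positions are not given.

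The counts were analysed in R 4.3.3 with edgeR 4.0.16. Features were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which retained 32302 features and left out 658 with 0.058% of all counts. Library sizes were scaled with TMM factors. The model held a mean per segment and no oocyte term, with robust quasi-likelihood dispersions and 15 residual degrees of freedom. Tests were the F-test among the 5 segments, the contrast of E against A, and the 4 contrasts of adjacent segments. A further F-test compared the 4 oocytes in a model with segment and oocyte. P-values were adjusted by the Benjamini-Hochberg method within each test, with a threshold of 0.05. CPM are counts-per-million of the TMM-scaled library size. Features past the threshold among the 5 segments were sorted by the segment of highest mean CPM, and those with at least 50% of the sum of the 5 segment means in a single segment were counted. The principal components used log2 CPM with a prior count of 2.

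The rule for naming features was fixed before the data were examined, as were the tests and all alternatives not described as added. A named feature had an adjusted p under 0.05 for E against A, a mean CPM of at least 10, and the same direction in all 4 oocytes, which 1756 features higher in E and 1962 higher in A met. Without gene names, the 2 largest fitted log2 fold changes in each direction are named. The fitted value of a feature with 0 counts at a pole depends on the prior count, so the named features need not have the largest change by their lower bounds. Where all 4 libraries of a segment held at most 3 counts of a feature, the fold change was computed against a floor of 3 counts per library and is a lower bound. The floor averaged 0.564 CPM in A and 1.61 CPM in E, and it covers counting error alone.

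The alternatives were size factors as in DESeq2 (RLE), library totals without scaling factors, no filter, a minimum mean CPM of 1, counts thinned at random to the smallest library, each oocyte left out in turn, an oocyte block, DESeq2 1.42.0, an adjusted p under 0.01, a test against a 2-fold change (glmTreat), a fit of segments A and E alone, and limma 3.58.1 on log2 of the authors' scaled value plus 1. For the segment of highest level, the median, the authors' scaled values and a share of 40% were tried. A count test with the authors' constants as scaling, fits to oocytes 1 and 4 or 2 and 3 alone, and fits to segments A, B and C alone, were added after the data were seen. The count test on the reads behind the scaled table called 18715 features for E against A.

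Libraries with the same oocyte number come from the same oocyte, per the labels. Their deviations from the segment means correlated across features with a median Pearson r of 0.311 over the 40 pairs of libraries of the same oocyte, from 0.168 to 0.479. The median was 0.285 for different segments of the 2 oocytes of a pair, 1 and 4 or 2 and 3 (40 pairs of libraries). Most of the correlation was thus shared by the pair of oocytes. For oocytes of different pairs the median was -0.302 (80 pairs of libraries). Deviations from a segment mean sum to 0, so this negative value follows from the positive ones and by itself shows no opposition between the pairs. No columns of the count table were identical (0 pairs of libraries).

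Total counts ran from 806943 in segment E of oocyte 2 to 15554319 in segment A of oocyte 4, and summed to 117914664 over the 20 libraries, which limits low features most in segment E. Every column belonged to a library of the series.

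The scripts were tested on counts simulated from the real means and library sizes, with a seeded set of features changed 8-fold. Of 198 changed features among 31579 tested, edgeR recovered 68.2% for E against A, and 4.26% of its 141 calls were false. DESeq2 recovered 79.0% of 200 changed features among 32117, and 32.8% of its 235 calls were false. The B against A contrast, in which nothing was changed, gave 0 calls. These simulated libraries were drawn independently, without differences between oocytes, and few features were changed. In the real data 8455 features differed between oocytes, and most changes were smaller than 8-fold. The rates of recovery and of false calls need not hold there, and neither does the contrast of edgeR and DESeq2.

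The lists of genes fixed beforehand (vegetal, animal, mitochondrial, ribosomal protein and histone) and the removal of mitochondrial genes need gene names and were not analysed here. Checks of GC content and feature length were not made for the same reason.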

Results

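RNA was sequenced from 4 axolotl oocytes, each divided into 5 segments along the animal-vegetal axis, to measure which RNAs are unevenly distributed between the poles. Each of the segments A (animal), B, C, D and E (vegetal) was represented by 4 libraries, 1 per oocyte. The total count per library averaged 7353905 ± 5707235 in segment A, 6860369 ± 4454669 in B, 6133184 ± 2842570 in C, 5208894 ± 1755373 in D and 3922314 ± 2661067 in E (SD, n = 4 each). The smallest library was segment E of oocyte 2, with 806943 counts, and the largest was segment A of oocyte 4, with 15554319. At least 1 count was found for 30834 ± 798 features in A, 30522 ± 1411 in B, 30848 ± 827 in C, 30674 ± 637 in D and 29167 ± 2672 in E (SD, n = 4 each). In libraries thinned to 806943 counts each, these numbers were 29029 ± 607 in A and 27553 ± 1584 in E (SD, n = 4 each).

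The authors' scaled values had totals that differed between segments and hardly between oocytes. They summed to 5049515 ± 96591 in A, 12693517 ± 129417 in B, 12873977 ± 37960 in C, 3731997 ± 131127 in D and 2964381 ± 83744 in E (SD, n = 4 each). The comparisons that follow used the raw counts with TMM scaling, so they describe the composition of the RNA in a segment.

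**Figure D1:**
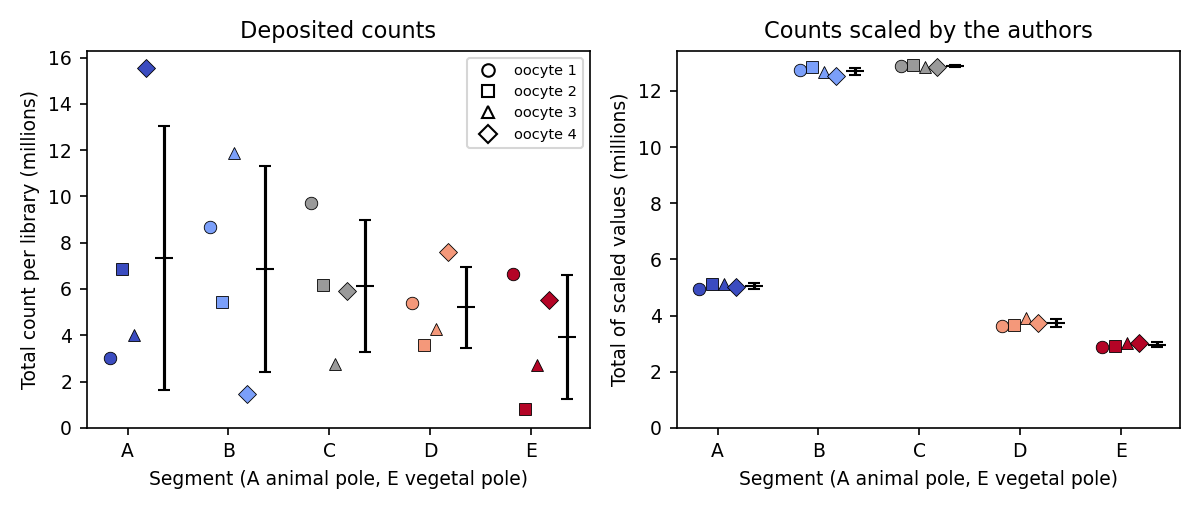
Totals per library (vertical axes) by segment (horizontal axes), as summed deposited counts on the left and as the authors' scaled values on the right. Points are oocytes, and bars give the mean and SD of 4 oocytes. Deposited totals ran from 806943 to 15554319 without a shared order of segments, while the scaled totals grouped by segment from 2964381 on average in E to 12873977 in C.

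The first principal component of log2 CPM held 25.01% of the variance and separated oocytes 1 and 4 from oocytes 2 and 3. The next component held 18.9%, and within each of these pairs of oocytes segments D and E lay apart from A, B and C. Pearson's r across features had a median of 0.850 over the 40 pairs of libraries from the same oocyte. It was 0.883 for the same segment of the 2 oocytes of a pair (10 pairs of libraries) and 0.802 for the same segment of oocytes from different pairs (20 pairs of libraries). With the segment held fixed, 8455 features (26.2% of 32302 tested) differed between the 4 oocytes at an adjusted p under 0.05 (edgeR quasi-likelihood F-test). Of these, 964 also differed among the segments in the model without an oocyte term. In that model a difference between oocytes counts as spread, so this overlap may be too low. The overlap with the segment calls of the block was not counted. With every library thinned to the smallest total, 3607 features differed between oocytes, the lowest number under any alternative to this result.

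**Figure D2:**
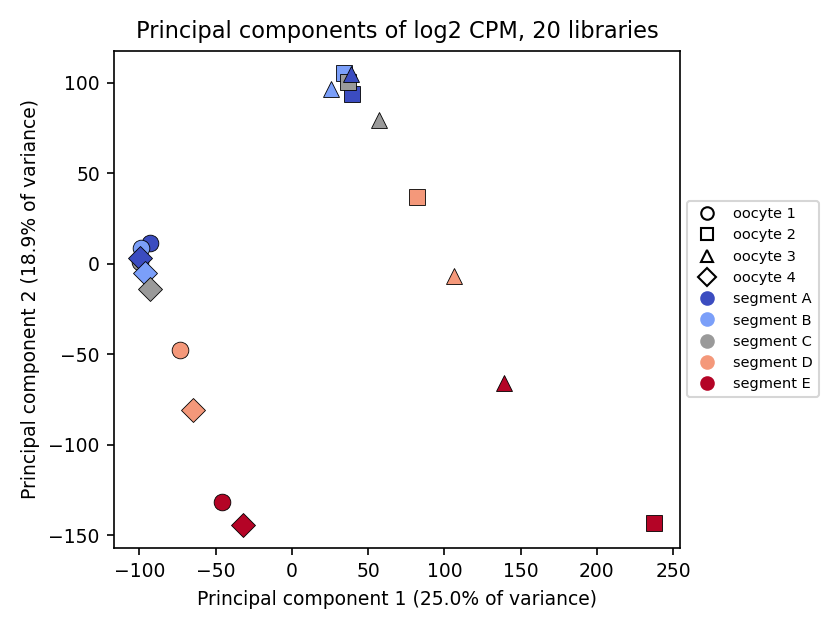
Principal components 1 and 2 of log2 CPM for the 20 libraries, with the percent of variance on each axis. Colours are segments and symbols are oocytes, 1 point per library. Oocytes 1 and 4 lie on the left and oocytes 2 and 3 on the right, and within each pair the points of segments D and E descend away from A, B and C. The point at the far right is segment E of oocyte 2, the smallest library with 806943 counts.

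To find RNAs unevenly distributed along the axis, the 5 segments were tested together. The F-test called 4185 of 32302 features (12.96%) at an adjusted p under 0.05. The setting that moved this number most was the authors' scaling, on which 26595 features were called. With the oocyte as a block, 6116 features were called, among them 4161 of the 4185.

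The poles were compared directly. Between E and A, 5114 features (15.8%) differed at an adjusted p under 0.05 (edgeR quasi-likelihood test), 2616 higher in E and 2498 higher in A. With TMM scaling the sides differed in the size of the changes. The median log2 fold change was 1.93 for the features higher in E and -0.84 for those higher in A. In 124 of the former all 4 libraries of A held at most 3 counts, and in 73 of the latter all 4 libraries of E did. With these features at their lower bounds the medians were 1.93 and -0.83, and 1265 features were at least 4-fold higher in E against 142 at least 4-fold higher in A. At the fitted values these numbers were 1265 and 204. The floor averaged 0.564 CPM in A and 1.61 CPM in E, so it lowers changes on the side of A more. In a test against a 2-fold change, 1292 features were higher in E and 143 higher in A. Both the size of the changes and the near-even number of calls depended on the scaling. On the authors' scaling the medians of the same 2616 and 2498 features were 0.90 and -1.87, so that the larger changes were on the side of A, and the test against a 2-fold change gave 779 features higher in E and 5141 higher in A. With library totals alone the medians were 1.67 and -1.10, and that test gave 1096 and 295. Of the calls, 51.2% were higher in E with TMM factors, 28.7% with library totals alone and 7.41% on the authors' scaling, where 1387 features were higher in E and 17328 higher in A. The median log2 fold change of all tested features was -0.06 with TMM, -0.32 with library totals and -1.09 on the authors' scaling.

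The features called higher in E held 12.96% ± 0.715 of the counts in segment A, 13.5% ± 0.856 in B, 14.7% ± 0.923 in C, 21.8% ± 2.90 in D and 34.1% ± 1.93 in E (SD, n = 4 each). Those called higher in A held 19.1% ± 0.743 in A, 19.1% ± 0.306 in B, 18.1% ± 0.608 in C, 13.7% ± 1.27 in D and 9.64% ± 0.176 in E (SD, n = 4 each). These features were selected on the same libraries, so the values of A and E describe the selection and those of B, C and D show the course between the poles. From A to B the share of the features higher in E rose in 3 of 4 oocytes and fell in 1. From B to C it rose in 4 of 4 oocytes, by 0.679 to 1.94 percentage points, and the share of those higher in A fell in 4 of 4. The exact two-sided paired permutation p of each of these B to C steps was 0.125, the smallest that 4 pairs can give.

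**Figure D3:**
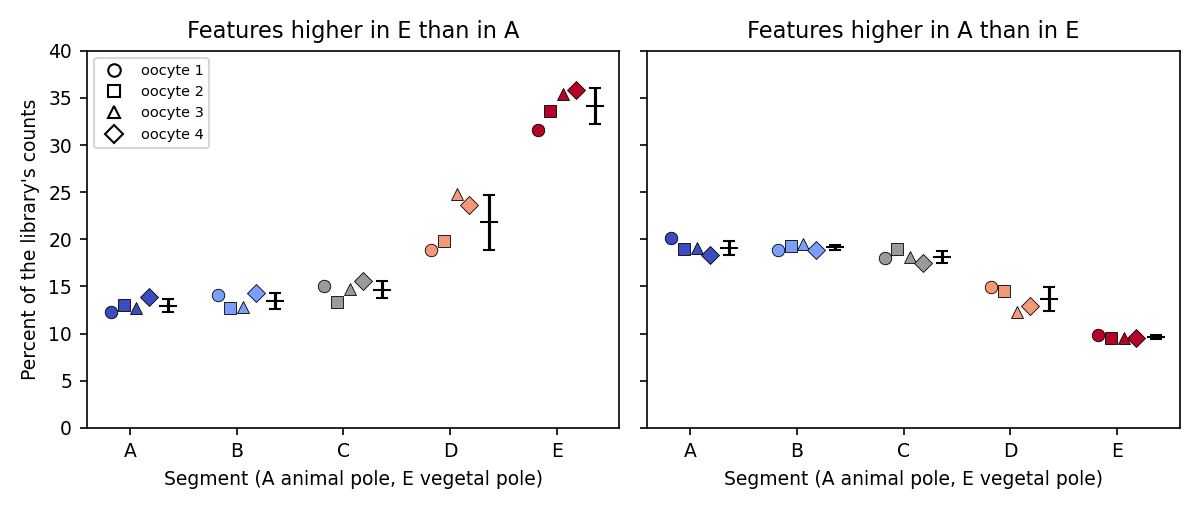
Percent of each library's counts (vertical axes) in the 2616 features higher in E (left) and the 2498 higher in A (right), by segment (horizontal axes). Points are oocytes, and bars give the mean and SD of 4 oocytes. The share was near 13% from A to B on the left and near 19% on the right, and changed mainly from C to D and from D to E.

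To find where along the axis the levels changed, each segment was compared with its neighbour. B against A gave 0 features at an adjusted p under 0.05, with 336 (1.04%) at an unadjusted p under 0.05. C against B gave 0, with 456 (1.41%) unadjusted. D against C gave 1070, 783 higher in D and 287 higher in C. E against D gave 859, 642 higher in E and 217 higher in D. With the oocyte as a block, D against C gave 2224 features, among them 1064 of the 1070, and E against D gave 2041, among them 858 of the 859. B against A and C against B stayed at 0 under the block, with 782 and 795 features at an unadjusted p under 0.05. Among the features higher in E than in A, the median step on the log2 scale was 0.00 from A to B, 0.16 from B to C, 0.83 from C to D and 0.88 from D to E. Among those higher in A the steps were 0.00, -0.07, -0.35 and -0.39 in the same order. On the authors' scaling, B against A gave 21450 features instead of 0, of which 99.9% were higher in B. D against C then gave 25021, of which 0.444% were higher in D.

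**Figure D4:**
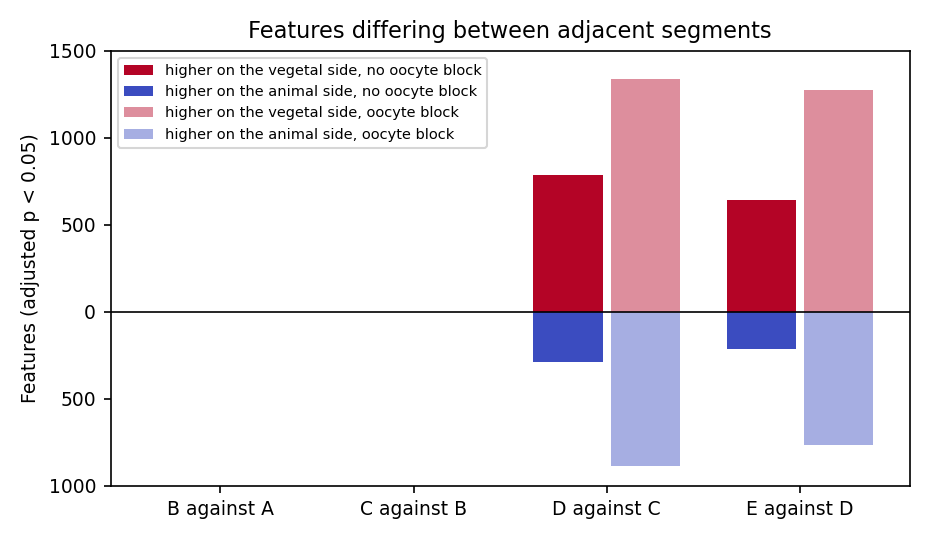
Number of features with an adjusted p under 0.05 (vertical axis) in each contrast of adjacent segments (horizontal axis), upwards for features higher on the vegetal side and downwards for those higher on the animal side. Dark bars are the fit without an oocyte term and pale bars the fit with the oocyte as a block. Both fits gave 0 features for B against A and for C against B, while D against C gave 1070 without the block and 2224 with it.

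Of the 4185 features that differed among the segments, 2339 (55.9%) had their highest mean CPM in E, 908 (21.7%) in B, 641 (15.3%) in A, 240 (5.73%) in C and 57 (1.36%) in D. With the same scaling, B against A and C against B gave 0 features. Which of A, B and C was highest is therefore not resolved for single features, and the numbers for these segments do not define separate groups. At least 50% of the sum of the 5 segment means lay in E for 978 features and in one of the other segments for 6. On the authors' scaled values, 934 features were highest in E, 1625 in B, 1610 in C, 14 in D and 2 in A.

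AMEXTC_0340000203149 had the largest fitted fold change from A to E. It had 0 counts in all 12 libraries of A, B and C, 17.3 CPM ± 19.2 in D and 196 CPM ± 76.9 in E (SD, n = 4), and 91.9% of the sum of its segment means lay in E. Its level in E was at least 347-fold higher than in A (adjusted p 0.00323, edgeR quasi-likelihood test). The adjusted p ran from 6.92e-07 to 0.0893 over 11 alternatives, of which 2 did not pass the threshold. For every named feature these 11 were RLE factors, library totals, each oocyte left out in turn, the oocyte block and DESeq2. The authors' constants and the fits to each pair of oocytes completed them. Single features were not read under the other alternatives, such as thinning.

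AMEXTC_0340000070559 had 0 counts in all 4 libraries of A, 5.39 CPM ± 5.22 in D and 61.2 CPM ± 23.4 in E (SD, n = 4). Its level in E was at least 109-fold higher than in A (adjusted p 7.09e-06, edgeR), and all 11 alternatives passed the threshold, with adjusted p from 4.36e-16 to 0.0177. E held 91.7% of the sum of its segment means.

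AMEXTC_0340000207985 had 40.5 CPM ± 13.9 in A (SD, n = 4) and 0 counts in all 4 libraries of E, so that it was at least 25.1-fold lower in E (adjusted p 0.0138, edgeR). It did not pass the threshold in the F-test among the 5 segments (adjusted p 0.131). Its counts were also 0 in segments B and D of oocyte 2 and in segment D of oocyte 3, while segments A and C of those oocytes had from 117 to 350 counts. Over 11 alternatives the adjusted p for E against A ran from 5.96e-06 to 0.169, and 4 did not pass.

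AMEXTC_0340000228495 had 28.3 CPM ± 37.4 in A and 48.3 CPM ± 24.9 in D (SD, n = 4), with 0 counts in all 4 libraries of E and 1 count in segment A of oocyte 2. It was at least 17.5-fold lower in E than in A (adjusted p 0.00706, edgeR). The SD between oocytes exceeded the mean in A, and the adjusted p ran from 9.75e-08 to 0.2501 over 11 alternatives, of which 4 did not pass.

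**Figure D5:**
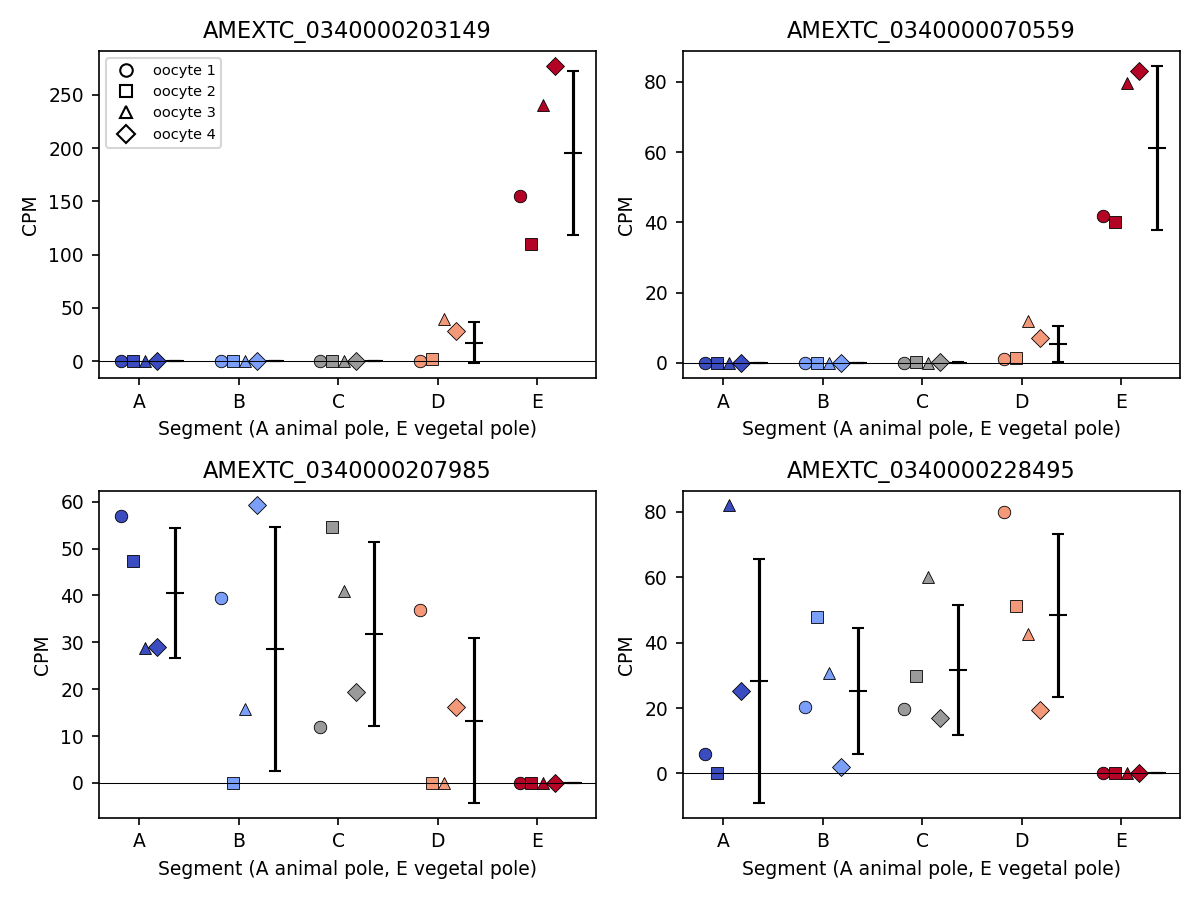
CPM (vertical axes) of the 4 named features by segment (horizontal axes), with 1 symbol per oocyte and bars for the mean and SD of 4 oocytes. The upper features were at or near 0 in A, B and C and highest in E, with means of 196 and 61.2 CPM there. The lower features were at 0 in the 4 libraries of E and varied between oocytes in every other segment.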

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

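A single group of libraries held a value far from the others. The feature AMEXTC_0340000070559 had 0.110 CPM in segment B of oocyte 1 and 0 CPM in segment B of the other 3 oocytes. The value stands for 1 count and lies under the floor of 3 counts, so it shows no difference between oocytes, and no explanation for it was tested. Among 44 groups of 4 libraries checked in this way, 1 stood out where chance gives about 2.2, that is 1 in 20.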

How the results depend on the processing

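The 0 calls of B against A and of C against B held in every edgeR fit with TMM, RLE or library totals, every filter, every set of oocytes and the oocyte block, and in added fits of segments A, B and C alone. DESeq2 gave 10 and 4 features there, and the authors' scaling gave calls for B against A. All other alternatives named here changed numbers of features; where no cause is given, the cause was not tested.

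The authors' scaling multiplies whole segments. With their constants in edgeR, an alternative added after the data were seen, the calls were 26595 among the segments, 18715 for E against A (1387 higher in E, 17328 higher in A), 21450 for B against A, 25021 for D against C and 8057 for E against D. C against B stayed at 0. Of the 5114 features called with TMM, 4215 were called and 3870 had the same direction. Once the median shift on that scale was subtracted, 100% of the 5114 kept their direction. Apart from a factor per segment the constants hardly differ from TMM scaling, so this follows from the scaling and is no separate support. Limma on their scaled values gave 25748 among the segments, 19089 for E against A (1360 higher in E, 17729 higher in A), 19904 for B against A, 23551 for D against C and 8698 for E against D. On those values the highest level was in A for 2 features, B for 1625, C for 1610, D for 14 and E for 934, and 388 features had 50% or more in E against 15 in another segment. With library totals alone, 5144 features were higher in A, E against D gave 1587, and the highest level was in A for 1371, B for 1597 and C for 626, with 13 features at 50% or more outside E. The share of E against A calls higher in E was 51.2% with TMM, 28.7% with library totals, 7.41% with the authors' constants and 7.12% with limma on their values.

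With the oocyte as a replicate block, 3864 features were higher in A, 2224 differed for D against C and 2041 for E against D. The highest level was in A for 1085, B for 1420, C for 510 and D for 159, and 10 features had 50% or more outside E. The paired fit gave 7283 for E against A, of which 5094 were among the 5114, and 6116 among the segments. It changed no other count of features past the adjusted threshold by more than 1.5 times.

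Depth limited the number of calls. With every library thinned to the smallest total, 2552 features differed among the segments, 3137 between E and A (1715 higher in E, 1422 higher in A; 2876 shared with the 5114), 623 for D against C and 3607 between oocytes. The highest level was then in A for 358, B for 465, C for 153 and E for 1538, with 616 features at 50% or more in E and 2 elsewhere.

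Fits to fewer oocytes called fewer features. Across the 4 fits that each left out an oocyte, the calls ran from 2570 to 2931 among the segments, 3542 to 3874 for E against A, 2007 to 2371 higher in E, 1503 to 1616 higher in A, 231 to 801 for D against C, 108 to 604 for E against D and 5546 to 6983 between oocytes. The number with the highest level in A ran from 319 to 395, in B from 391 to 493, in C from 94 to 133, in D from 14 to 43 and in E from 1721 to 1989. From 846 to 920 features had 50% or more in E and from 4 to 8 elsewhere. The lowest D against C count came without oocyte 4 (231), and the lowest E against D count without oocyte 2 (108), whose segment E is the smallest library. Without oocyte 2, 61.2% of the E against A calls were higher in E. In the added fits to oocytes 1 and 4 alone, 1862 features differed among the segments and 3143 between E and A (1249 higher in A), with 0 for D against C and 0 for E against D (2878 and 3773 at an unadjusted p under 0.05). In oocytes 2 and 3 alone these were 2486 among the segments, 136 for D against C and 0 for E against D (3814 unadjusted).

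DESeq2 gave 10 features for B against A, 4 for C against B, 1856 for D against C and 1492 for E against D, and shared 5018 of the 5114 for E against A. At an adjusted p under 0.01, 1440 features were higher in A, 481 differed for D against C and 307 for E against D. The test against a 2-fold change called 1435 features for E against A, 1292 higher in E and 143 higher in A. A fit of A and E alone gave 1375 higher in A. At a share of 40%, 20 features were concentrated outside E. RLE factors, no filter, a minimum mean CPM of 1 and the median in place of the mean moved no count of features by more than 1.5 times.

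Values for single features, for the share of calls and for detected features changed in further cases, 10 fold changes no longer past the threshold, 6 shares of calls by more than 10 percentage points and 9 numbers of detected features by more than their spread, while 47 did not change. The preset gene lists and the removal of mitochondrial genes could not be run without gene names.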

Other observations

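The tests of features limited to a pair of oocytes, of the scaled totals, and of counting error as the source of isolated zeros were chosen after the values were seen; the other tests below were written before their results.

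The libraries were regrouped to see how many features other groupings of the same libraries gave. In a regrouping, real differences between segments or oocytes stay in the counts and count as spread, which lowers the number of features. Low numbers in other splits are therefore partly built in and do not measure what chance alone gives. For E against A, 1 of the 35 splits of the 8 libraries gave 5114 features or more, the real split itself, and the highest number in another split was 0. That held even for oocytes 1 and 4 against oocytes 2 and 3, although 8455 features differed between oocytes. For D against C the real split was again the only one of 35 (1 split) with 1070 or more, the next giving 298. Among 40 assignments of the 20 libraries to 5 segments, 1 gave 4185 or more (the real split), and among 40 assignments of oocytes within segments, 1 gave 8455 or more (the real split). For E against D, 2 of the 35 splits gave as many as 859 features. The other split, with 1160 features, put oocytes 1 and 4 against oocytes 2 and 3 and thus follows the pairs of oocytes seen in the principal components. Among the 8 splits that part the segments of all 4 oocytes, as the real one does, only the real split gave 859 or more and the next gave 2. With the oocyte as a block, E against D gave 2041 features. For B against A, 26 of the 35 splits gave as many features at an unadjusted p under 0.05 as the real 336, and for C against B, 19 of the 35 splits gave as many as the real 456. Among the 8 splits that part all 4 oocytes, 3 splits gave 336 or more for B against A and 1 split, the real one, gave 456 or more for C against B, where the next gave 364. B against A was thus no larger than arbitrary groups, while C against B was the highest of its 8 like splits without a feature past the adjusted threshold (0).

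That nothing passed the threshold for B against A or for C against B was weighed against a loss of sensitivity. A spread between oocytes larger in A, B and C than elsewhere was argued against by the median SD of log2 CPM at equal depth, which was at most 0.308 in A, B and C against 0.361 in D and 0.376 in E, over 13958 features. The main fit was conservative for these contrasts. It shares its spread estimate over all 5 segments, so A, B and C were also fitted alone. A spread estimate shared with segments D and E is argued against as the cause by the 0 features that passed in those fits for either contrast. Without the block, 473 features (1.51%) for B against A and 619 (1.98%) for C against B had an unadjusted p under 0.05. With the oocyte as a block these were 1358 (4.34%) and 1292 (4.13%). The missing oocyte term thus lowered these shares more than the spread shared with D and E did. With the block, 0 features still passed. Whether low depth hides smaller changes could not be decided. In libraries thinned to a single total, 623 features of D against C passed, against 1070 at full depth. In the features higher in E, the median log2 step was 0.83 from C to D but 0.16 from B to C and 0.00 from A to B. The 623 features therefore do not show that the depth was enough for the smaller steps. A hypothesis that remains is that RNA composition changes little between neighbouring segments from A to C and mostly within the vegetal segments. C against A was not tested, so a change summed over both steps stays open. The features higher in E averaged 12.96% of the counts in A and 14.7% in C, and those higher in A 19.1% and 18.1%. A change may begin by C, since from B to C the share of counts in the features higher in E rose in 4 of 4 oocytes and that of the features higher in A fell in 4 of 4, a reading made after the values were seen. The edges of the segments and their volumes are not stated, so the distance over which it changes stays open.

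The E against A differences were read separately in the 2 pairs of oocytes. Of the 3143 features called in oocytes 1 and 4 and the 3724 called in oocytes 2 and 3, 2056 were shared, 2054 with the same direction. Of the calls from a pair that were also tested in the other pair, at least 95.9% had the same direction there, which argues against an effect limited to a pair. The interaction of segment and pair passed the threshold for 12 features, with 2200 (6.81%) at an unadjusted p under 0.05. None of the 12 was among the 5114 (0 shared), and in 7 the direction was opposite in the pairs. This test sets 2 oocytes against 2, so the low number leaves open a smaller difference in effect between the pairs.

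Some features had counts in only a single pair of oocytes. With at least 100 counts summed over the 10 libraries of a pair and at most 3 in any library of the other pair, 467 features were limited to oocytes 1 and 4 and 165 to oocytes 2 and 3. Other pairings gave 34 and 38 features in both directions together, against 632. Depth is argued against as the whole cause, because 65 features were still limited to the less deeply sequenced oocytes 2 and 3 after thinning, where other pairings gave at most 5 in a direction. Reads from foreign cells in a few libraries are argued against by the 66.6% of these features that had counts in all 10 libraries of their pair. Different parents of the oocytes, with sequence variants counted as separate features, or a shared preparation batch may lie behind the pattern. The test of this, whether features limited to opposite pairs carry neighbouring identifier numbers, found 4 neighbours where random features gave 3.58 on average. It could not decide, since identifier numbers need not follow alleles. In the sample titles the oocytes of a pair carry consecutive numbers, 9 and 10 (oocytes 4 and 1) and 4 and 5 (oocytes 2 and 3), which is consistent with shared collection or handling. The labels name neither parents nor batches, so these explanations cannot be told apart here.

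The authors' scaled totals differed between segments by up to 4.34 times (C against E), which constants that equalise depth alone would not give. Within a segment, the product of constant and TMM library size varied between oocytes by a coefficient of variation of at most 2.84%, against 69.2% between segments. This is consistent with a factor per segment applied on top of a depth correction, such as an estimate of the RNA amount in each segment. The labels do not state how the constants were made, so whether B and C hold that much more RNA than E was not tested.

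The most abundant 330 features of each library (the top 1% of the table) held 17.8% ± 1.71 of the counts in A and 26.2% ± 2.31 in E (SD, n = 4), higher in E in 4 of 4 oocytes. The exact two-sided permutation p paired by oocyte was 0.125, the smallest that 4 pairs can give, so this paired test cannot reach 0.05. Without pairing, the exact permutation p was 0.0286, the smallest that test can give. The unpaired test ignores that A and E came from the same oocytes. The differences within oocytes ran from 7.59 to 8.92 percentage points. After thinning, the difference was 8.38 percentage points, which argues against depth as the cause. The hypothesis is that RNAs accumulated at the vegetal end take up a large share of the RNA there. With library totals alone, which do not correct for such a share, 5144 features were higher in A.

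Both named features that fell towards E were at or near 0 in single libraries between well-counted ones, so such zeros were searched for in segments A, B and C. Where the other segments of the same oocyte predicted 50 counts or more, 1100 of 197943 pairs of feature and library held 0 counts, over 864 features and with 51 to 139 in each of the 12 libraries. Counting error of independent reads is argued against, because a Poisson count of that mean gives none; amplified reads are not independent molecules. Zeros were rarer at higher expected counts, 1.37% at an expected 50 to 100 counts and 0.0732% at 200 or more, so sampling of few molecules may account for a part. With the number of reads per molecule set from the former zeros in each library, 0.0112 zeros were predicted at 200 or more, and 68 were found. This argues against few molecules as the whole cause if all features of a library have the same number of reads per molecule. A candidate explanation is that reads were assigned in some libraries to a near-identical feature. For 439 of the 864 features another feature made up for the zero, in that the sum varied much less than the feature alone, against a mean of 236 and a highest value of 404 in 20 shuffles of the segments within oocytes. The excess over the highest shuffle was small, and feature sequences were not used here, so this stays a hypothesis and RNA handling of single sections was not tested. Few of the 864 were among the E against A calls, 24 higher in E and 4 higher in A.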
